A study of Homo sapiens with 4 samples. Its data were reported in "RNA binding protein PRRC2B mediates translation of specific mRNAs and regulates cell cycle progression" (2023).

How the data were processed

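HEK293T cells, a human embryonic kidney line, overexpressed FLAG-tagged PRRC2B, either as the full-length protein (labelled FL) or as P2, the 750-residue fragment that carries its RNA-binding part (labelled RBD). RNA was labelled with 4-thiouridine (4sU) for 16 h and crosslinked to protein at 312 nm. After digestion with RNase T1, which cuts RNA after G, and immunoprecipitation through the tag, RNA fragments of 19 to 35 nt were cloned and read as single reads of 75 nt. This is PAR-CLIP-seq: a crosslinked 4sU is read as C, so a T-to-C conversion marks contact with the protein. There were 2 biological replicates of each construct, 4 samples in all.

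The authors trimmed the reads, removed reads of identical sequence as PCR duplicates, mapped the rest to GRCh38 (hg38) with bowtie, which allowed 1 mismatch and kept alignments of the best stratum, and called peaks with the CLIP Tool Kit. Peaks that exceeded a background model and lay around T-to-C conversions were kept as binding sites. The deposited lists pool the 2 replicates of a construct, so no value had a replicate error, and no test had a sample as its unit. The deposited signal of a site is its peak height, the number of overlapping deduplicated reads, which the authors did not scale for depth. Removal of identical sequences limits how high a short fragment can rise, and the tallest site of either list reached 95. The authors' p-value for each site was cut at 1.00e-100 and ranged up to 0.0499. Whether it was corrected for multiple testing, and at which places reads with several equally good alignments were kept, is not stated. The number of reads per library is unknown, so mean heights were compared only within a list, and heights of paired sites only by correlation and by the spread of their ratio along PRRC2B.

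A position could appear in several records, each under another gene. A site was therefore taken as 1 distinct position and strand. This choice was made after the lists were seen, and counting every record was kept as an alternative. Starts were converted to 1-based coordinates. The reference was hg38 with GENCODE release 44, the same build as that of the lists. All 23 chromosomes in the lists were long enough in the reference for their sites, and 1097 of 1115 exonic mRNA sites, counted over both lists, lay inside the gene they were assigned to, on the same strand. RNA species and regions were those of the deposited annotation. A site with several region labels was counted under the first, and a site whose records disagreed in gene type was counted as several types. Exonic mRNA sites were those on protein-coding genes outside introns.

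Sites of the FL and RBD lists were shared when they overlapped by at least 1 nt on the same strand. Chance overlap was measured by moving each RBD site to a random place in the same gene, within exons or within introns (1000 draws, one-sided). Species and regions of unshared sites were compared by permutation of the list label (100000 resamples, two-sided) and by Fisher's exact test with Benjamini-Hochberg adjustment. Fisher's exact test (two-sided) compared the exonic mRNA share of shared and unshared sites. Mean log2 heights were compared by a two-sided permutation test (100000 resamples), and heights of paired sites by Spearman's rho and Pearson's r with permutation p-values. For regions, the middle of each site was placed on the longest protein-coding transcript of its gene and moved at random in that transcript (10000 draws, two-sided, adjusted over 3 regions). The number of sites within 100 nt of the start codon was tested in the same draws, one-sided. Draws confined to the CDS were added after the results were seen. The middle 41 nt of exonic shared sites were compared with windows of the same size centred 100 nt upstream and downstream on the genome, for the highest C+U or G+A share in any 15 nt and for all 256 4-mers, by two-sided paired sign-flip permutation (100000 resamples) with adjustment over the 4-mers. Shares have 95% Wilson intervals. These cover counting error only, since sites of 1 gene are not independent. The smallest p-values these procedures can give are 1e-05 for the 100000 resamples, 0.0001 for transcripts (0.0002 two-sided before adjustment) and 0.001 for genes.

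To look for reads of abundant RNAs, each site was searched with BLAST 2.17.0 against 1071 sequences of ribosomal, mitochondrial, transfer, small nuclear, small nucleolar and other small structural RNAs. A match needed at least 20 aligned nt in the middle of the site at 90% identity or more. Windows 1000 nt upstream of each site were searched the same way. Copies of the middle 25 nt of each site in the genome were counted exactly. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and samtools 1.23.1.

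The relocation, permutation, overlap and 4-mer procedures were tested on simulated data, and the search for structural RNAs was not. The region relocation called 4% of 200 simulations without an effect and all 200 with a planted excess in the 5′ UTR. The planted excess was much larger than that of the shared or all FL sites, so power for a small excess is unknown. The gene relocation called 5% of 20 simulations without an effect. The permutation of classes called 8% of 200 simulations without an effect, above the nominal rate, and that of heights 4.5%. The test of 4-mers made a call in 4% of 50 random simulations and found a planted C+U run in all 50. Those sequences were random, with no flanks in introns.

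The groups, tests and most alternatives were fixed before the data were examined. The alternatives included a stricter authors' p-value of 0.001, a height of at least 10, larger overlaps, 1 site per gene, other transcripts and other flanks. Those chosen after the data were seen were counting every record, leaving out sites on PRRC2B, leaving out sites that match a structural RNA, and flanks on the spliced transcript. A site of the RBD position list that the annotated list lacks was left out of the comparisons. The sites named are those of mRNAs the study tested, the 5 tallest sites of each list, the genes with the most sites (up to 3 per list) and the 5 4-mers that rose most and the 5 that fell most.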

Results

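PAR-CLIP-seq was used to ask where full-length PRRC2B and its fragment P2 contact RNA in HEK293T cells. The FL list held 1062 records and the RBD list 749. They fell on 894 and 571 distinct sites, since 56 FL sites and 54 RBD sites were recorded under several genes, up to 8 times. Every site was 100 nt wide. Median peak height was 7 in both lists, with quartiles of 5 and 10 for full-length PRRC2B and of 5 and 11 for P2. A height of 10 or more was reached by 238 FL sites and 166 RBD sites. Because the 2 replicates were pooled by the authors in each list, none of the values below has a replicate error.

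The first comparison asked how far the sites of P2 coincide with those of the whole protein. Of the FL sites, 316 overlapped an RBD site (35.3%, 95% interval 32.3 to 38.5), and 320 RBD sites overlapped an FL site (56.0%, interval 51.9 to 60.1). Pairs lay close together: their starts differed by a median of 3 nt, and 267 of 316 pairs started within 10 nt of each other. The 526 RBD sites that could be moved within their genes overlapped 278 FL sites, against 18.9 ± 3.86 (SD over 1000 draws) after relocation, 14.7-fold more (one-sided permutation of positions, p = 0.001, the smallest value possible). Among the alternatives the share moved furthest with height: 57.1% of FL sites were shared when only sites of height 10 or more were kept in both lists. Counting every record gave 462 shared FL records, 43.5% of that list.

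Sharing rose with peak height. Of FL sites with a height of 3 to 4, 13.3% were shared, and of those with a height of 20 or more, 90.5% (86 of 95, interval 83.0 to 94.9). Mean log2 height was 3.64 ± 1.07 (SD) at 316 shared FL sites and 2.65 ± 0.51 at 578 unshared FL sites, a difference of 0.99 (permutation p = 1e-05, the smallest possible). In the RBD list the difference was 0.90 (permutation p = 1e-05). The smallest difference among the alternatives was 0.67 for FL and 0.65 for RBD, both without sites that match a structural RNA. Over the 316 pairs of shared sites, heights in the lists were correlated (Spearman's rho = 0.860, Pearson's r of log2 heights = 0.905, permutation p = 1e-05 for each). This is a correlation across sites, which are not independent replicates. Without the 2 tallest pairs rho was 0.857.

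**Figure D1:**
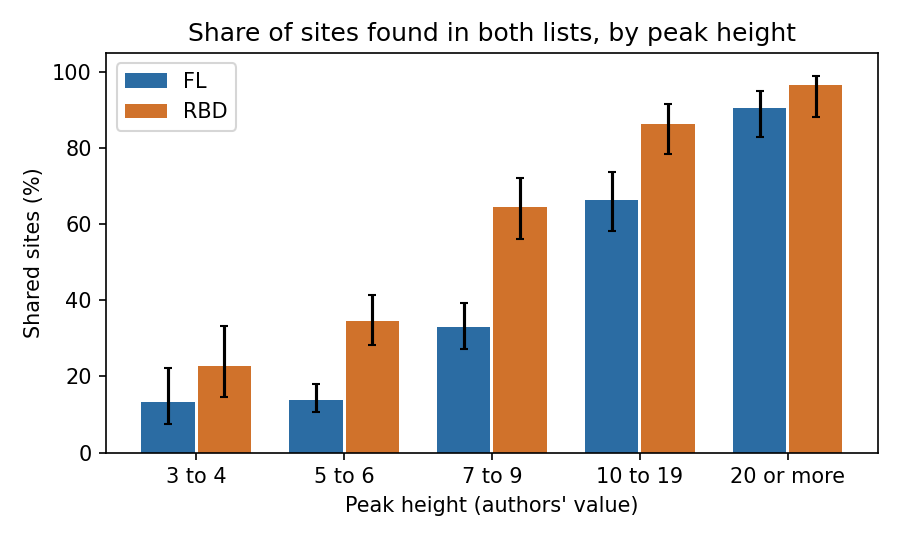
Share of sites found in both lists (vertical axis, percent) by the authors' peak height (horizontal axis) for the FL and RBD lists, with 95% Wilson intervals as error bars. The FL share goes from 13.3% at heights of 3 to 4 to 90.5% at 20 or more.

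Most sites were assigned to protein-coding genes: 828 of 894 FL sites (92.6%), 512 of 571 RBD sites (89.7%) and 274 of 316 shared FL sites (86.7%). Among the 274, 24 were in the 5′ UTR, 144 in the CDS, 37 in the 3′ UTR and 69 in introns. These counts depend on the use of the first region label, since 58 of the 316 shared FL sites had several. Sites found with only 1 construct were compared to ask whether the rest of the protein changes the kind of RNA bound. Protein-coding genes held 95.8% of 578 FL-only sites and 94.8% of 251 RBD-only sites, and the species did not differ between these lists (permutation p = 0.658). On mRNAs, the CDS held 56.3% of FL-only and 55.0% of RBD-only sites, and introns held 61 of 554 and 27 of 238. The regions did not differ either (permutation p = 0.989). Among sites of height 10 or more the intron difference was 11.1 percentage points, which was also not past the threshold (permutation p = 0.508). Unshared sites were low, with a median height of 6 for FL and 5 for RBD. A site may thus be missing from 1 list because it was low. The comparison therefore cannot settle whether the rest of the protein changes the RNA bound.

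Shared sites lay on exons of mRNAs less often than unshared ones. The share was 64.9% of 316 shared FL sites against 85.3% of 578 unshared FL sites (odds ratio 0.318, Fisher's exact p = 6.56e-12), and 64.4% against 84.1% in the RBD list (odds ratio 0.343, Fisher's exact p = 1.37e-07). Without sites that match a ribosomal, mitochondrial or small structural RNA, the odds ratios were 0.687 (Fisher's exact p = 0.0989) and 0.865 (Fisher's exact p = 0.608), and neither passed the threshold.

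The positions of shared sites within mature mRNAs were then examined. Of 205 exonic shared FL sites, 186 could be placed on the longest transcripts of 143 genes. The CDS held 129, against 86.9 ± 6.07 (SD over 10000 draws) after relocation, 1.48-fold higher (permutation of positions, adjusted p = 3e-04). The 3′ UTR held 39 against 82.3 ± 5.90, 0.474 times that number (adjusted permutation p = 3e-04). The 5′ UTR held 18 against 16.8 ± 3.55 and did not differ from relocation (adjusted permutation p = 0.830). Per 1000 nt, the CDS had 0.553 sites, the 5′ UTR 0.435 and the 3′ UTR 0.133. Without sites on PRRC2B the CDS had 0.446 and the 5′ UTR 0.438. Leaving out sites that match a structural RNA instead gave 0.581 in the CDS and 0.352 in the 5′ UTR. The 5′ UTR came first on the representative transcripts (0.619 against 0.547 in the CDS), with all FL sites (0.554 against 0.379) and with all RBD sites (0.488 against 0.426). With all 645 placed FL sites, 94 were in the 5′ UTR against 55.3 ± 6.58 after relocation (1.70-fold, adjusted permutation p = 2e-04, the smallest possible).

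Whether sites gather near the start codon was tested directly. Within 100 nt of it lay 18 shared sites, against 12.3 ± 3.30 after relocation, 1.46-fold more (one-sided permutation of positions, p = 0.0628), which did not pass the threshold. Some alternatives passed it, among them a distance of 50 nt (2.02-fold, permutation p = 0.0123) and all FL sites (2.05-fold, permutation p = 0.0001, the smallest possible). Of the 18 sites, 14 lay downstream of the first base of the start codon or on it, against 11.3 ± 3.01 when CDS sites were moved only within their own CDS (one-sided permutation p = 0.226).

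**Figure D2:**
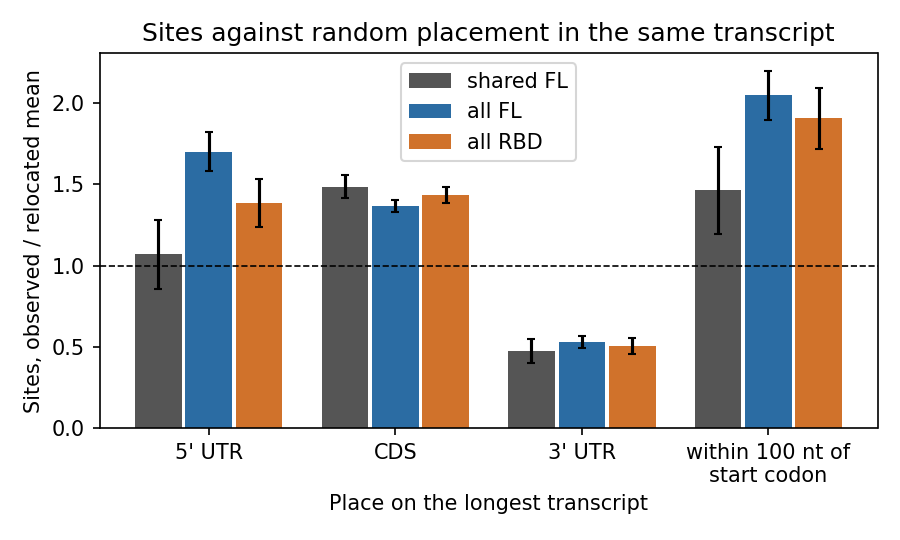
Number of sites over the mean number after random placement in the same transcript (vertical axis) by place on the longest transcript (horizontal axis), for shared FL, all FL and all RBD sites, with the SD of the draws divided by their mean as error bars. The dashed line at 1 marks random placement, and the 3′ UTR lies under it in each set, at 0.474 for shared FL sites.

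Sequence at the sites was compared with the flanks, because the study described C+U-rich and G+A-rich motifs. The study searched around T-to-C conversions, against randomized sequences, and reported that these motifs seldom occur in the same site. The windows here were centred on the middle of each site instead. A mean over all sites mixes sites of either kind, so a rise at some can be offset by a fall at others. The mean C+U and G+A shares therefore describe the average site and cannot decide whether some sites carry either motif. Across 205 exonic shared sites, the highest C+U share in 15 nt averaged 68.0% in the middle and 68.3% in the flanks and did not differ (sign-flip permutation p = 0.875). With flanks confined to the same exon the C+U share was higher in the middle by 5.65 percentage points (permutation p = 0.00113). The highest G+A share was lower in the middle, 63.6% against 67.3% (difference -3.67 percentage points, permutation p = 0.00731; lower at 107 sites and higher at 85).

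Among all 4-mers, 24 were more frequent in the middle and 38 less frequent at an adjusted p below 0.05 (sign-flip permutation). The largest rises were those of CUCU (0.707 per middle window against 0.259 per flank), CUCC (0.556 against 0.271), UCUC (0.512 against 0.227), ACUC (0.356 against 0.102) and GCUC (0.420 against 0.180). Their adjusted permutation p-values ran from 3.2e-04 to 0.00144. The largest falls were those of UUUU (0.151 against 0.488), CCCC (0.156 against 0.378), GUUU (0.0390 against 0.198), CCAG (0.156 against 0.312) and GCCC (0.185 against 0.327), with adjusted permutation p-values from 3.2e-04 to 0.00924. Of the 16 4-mers made of C and U only, 6 rose and 4 fell. Of the 16 made of G and A only, 2 rose and 0 fell. These were AAGA (0.454 against 0.251, adjusted permutation p = 0.0130) and GAAG (0.473 against 0.300, adjusted permutation p = 0.0454), named after their values were seen. With all exonic FL sites, 55 4-mers rose and 82 fell. All these flanks were on the genome, and some reached into introns. With flanks on the spliced transcript 16 4-mers rose and 24 fell. How far intron sequence made the single 4-mers named here fall was not tested.

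Sites on mRNAs that the study tested are given in hg38 coordinates. In the 5′ UTR of CCND2, the FL site was at chromosome 12, 4273729 to 4273828 (height 8), and the RBD site at 4273823 to 4273922 (height 6), so that the pair overlapped by 6 nt and was not shared at 50 nt. In the 5′ UTR of CRKL, the FL site at chromosome 22, 20917670 to 20917769 had a height of 4 and the RBD site, 1 nt away, of 7. In the 3′ UTR of YWHAZ, the sites at chromosome 8 from 100919493 (FL) and 100919487 (RBD) each had a height of 8. The CDS of SERBP1 held an FL site at chromosome 1, 67426152 to 67426251, with a height of 16 (RBD 13), and that of BPTF an FL site at chromosome 17, 67826156 to 67826255, with a height of 8 (RBD 6). The FL site of PPP2R1A at chromosome 19, 52226148 to 52226247 (height 14, RBD 9) was in the 3′ UTR of the representative transcript. ACTB had 3 sites in each list, all shared and all in the CDS of the representative transcript. The tallest FL site was at chromosome 7, 5529212 to 5529311 (height 11). The pair from 5528455 (FL) and 5528391 (RBD) overlapped by 36 nt and was not shared at 50 nt.

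The 3′ UTR site of CTC1 at chromosome 17, 8226566 to 8226665 (FL height 7, RBD 10) matched the tRNA TRS-AGA2-1 at 100% identity over 56 nt. The 3′ UTR site of ATAD5 at chromosome 17, 30895262 to 30895361 (FL height 9, RBD 4) matched the Y RNA RNY4 at 96.6% over 59 nt. Among mRNAs that the study used as unbound, GAPDH had FL sites in the CDS at chromosome 12, 6537598 to 6537697 (height 18) and 6537809 to 6537908 (height 12), PTBP1 an FL site in the 3′ UTR at chromosome 19, 810981 to 811080 (height 11), and GATA4 an RBD site in the 3′ UTR at chromosome 8, 11759087 to 11759186 (height 5). None of these 4 sites was shared. The study counted as bound the mRNAs with sites overlapped between the constructs, so unshared sites do not conflict with its label. It also tested bound and unbound mRNAs by immunoprecipitation of endogenous PRRC2B. Neither HSPA4 nor RPL37A was named in either list.

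The 5 tallest FL sites had heights of 87 to 95. They lay on chromosome 21 from 8988266, 8253929 and 8260499, in an intron of HFM1 on chromosome 1 from 91387365, and in the 5′ UTR label of WDR74 on chromosome 11 from 62841651. The first 4 of these places matched the 45S ribosomal RNA precursor at 100% identity, and the WDR74 site matched the U2 small nuclear RNA RNU2-1 at 96%. The 5 tallest RBD sites had heights of 72 to 95, were all on chromosome 21 and all matched the ribosomal precursor. Over the whole lists, 114 FL sites (12.8%) and 100 RBD sites (17.5%) matched a structural RNA, against 35 and 29 of the windows 1000 nt upstream.

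**Figure D3:**
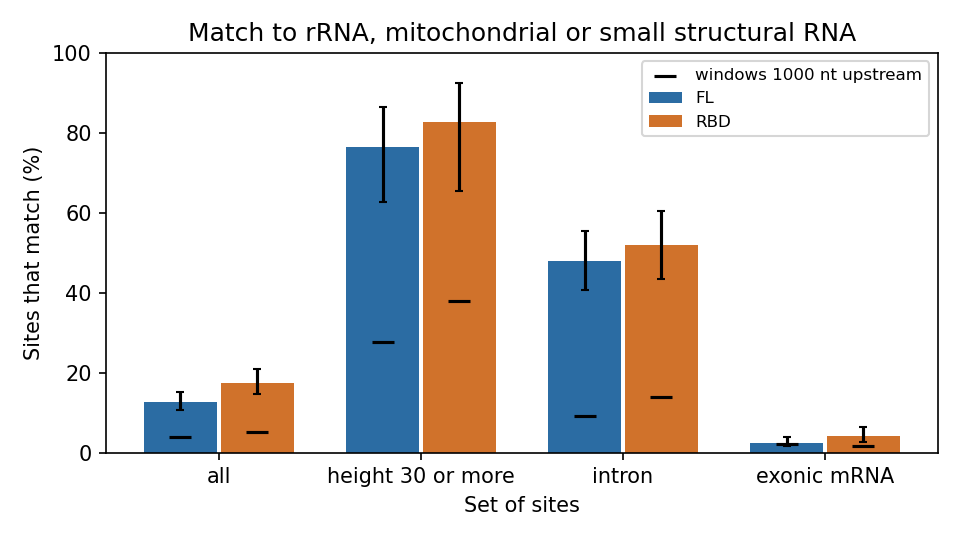
Share of sites that match a ribosomal, mitochondrial or small structural RNA (vertical axis, percent) in sets of FL and RBD sites (horizontal axis), with 95% Wilson intervals as error bars and black marks for windows 1000 nt upstream. Sites of height 30 or more match in 76.6% of cases for FL and 82.8% for RBD, and exonic mRNA sites in 2.44% and 4.08%.

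PRRC2B itself had the most sites in both lists, 29 for FL and 30 for RBD. It was followed by CRYAA and LOC102723553 (21 each) in the FL list, tied with LOC102724652 and SMIM11, and by CRYAA and LOC102724652 (22 each) in the RBD list. The sites listed under CRYAA lay on chromosome 21 far from that gene, which starts at 43169008. On the representative transcript of PRRC2B, the sites of both lists fell in the CDS of 6690 nt. They ran from 26 to 6525 nt after its start for FL and from 27 to 6529 nt for RBD. None was in the 3′ UTR of 4319 nt. All 29 FL sites and all 30 RBD sites were shared. Median height was 26 in the FL list and 18 in the RBD list.

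**Figure D4:**
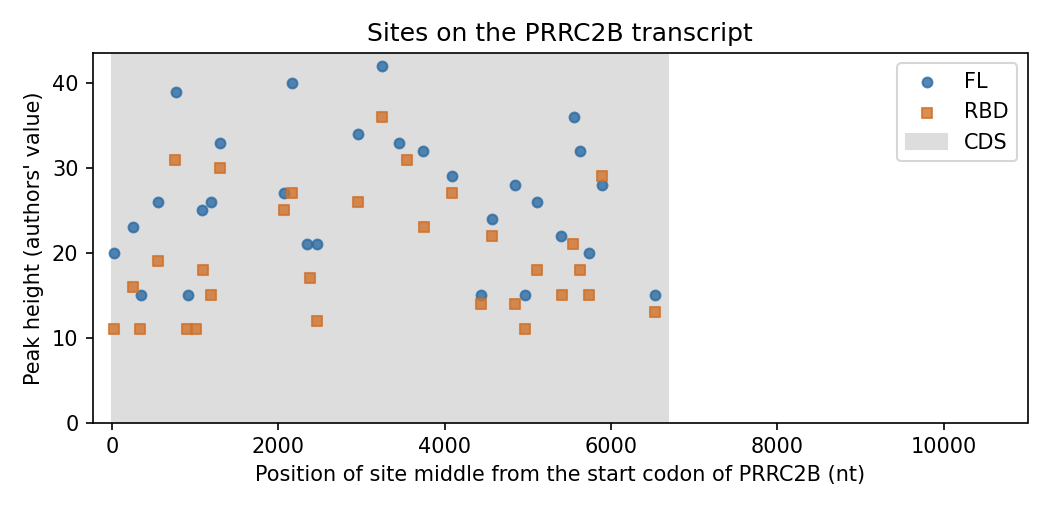
Peak height (vertical axis) of FL and RBD sites by the position of their middle from the start codon on the PRRC2B transcript (horizontal axis, nt), with the CDS in grey. Sites of both lists run along the CDS, and none lies in the 3′ UTR to its right.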

Values the study reported

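The study reported 1062 binding sites for full-length PRRC2B and 749 for P2. It counted 462 overlapped sites, about 44% of the full-length sites and 62% of those of P2. Of these, 326 (71%) were on mRNAs, 62 on lncRNAs, 25 on miRNAs and 3 on snoRNAs. It counted 223 bound mRNAs, and placed most of the 5′ UTR peaks 70 nt upstream of the start codon.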

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

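A site of the RBD position list was absent from the annotated list, which the comparisons used. It lies on chromosome 1, 74740876 to 74740975, has a height of 5 and an authors' p-value of 7.97e-05, and overlaps 0 FL sites. Its height is above the 3 reads of the lowest sites in the lists. An identifier that the annotation does not hold was tested as the reason: the RefSeq gene table has 1 row with this gene identifier, for TYW3, at that place, which argues against it. Other reasons in the authors' filtering stay open, and no biological explanation was tested.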

How the results depend on the processing

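No paired analysis was possible because each list pools both replicates of its construct. For the same reason leaving out each replicate in turn was not run. Counting every record, leaving out sites on PRRC2B or sites that match a structural RNA, and flanks on the spliced transcript were chosen after the results were seen.

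Over 20 results and 173 alternatives, 123 moved a value and kept its direction and its side of the threshold, or stayed near the main value. Another 8 moved nothing and show no robustness: ignoring strand and requiring the same gene for the overlap, and leaving out PRRC2B, whose sites are shared, for the species and regions of unshared sites. 5 results kept their direction and their side of the threshold under every alternative that moved their value. They were the overlap above relocation, the height difference of shared sites, the height correlation, the CDS excess and the 3′ UTR deficit. For the overlap above relocation this leaves out ignoring strand and requiring the same gene, which moved nothing.

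With a height of at least 10, the sites numbered 238 (FL) and 166 (RBD), and the shared percentages were 57.1 and 82.5. They were 41.1 and 61.3 with an authors' p of at most 0.001, 29.9 and 46.8 with an overlap of at least 90 nt, 43.5 and 65.3 with every record counted, and 29.2 and 49.0 without sites that match a structural RNA. The first counts are lower because fewer sites enter, and the cause was not tested for the shares.

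The species difference went to -5.38 percentage points at a height of at least 10. The intron difference went to 0.300 with an authors' p of at most 0.001 and to 11.1 at a height of at least 10. Under these alternatives no test passed its threshold (permutation p from 0.345 to 0.558), and the cause was not tested. Without sites that match a structural RNA, the odds ratios of the exonic mRNA share were 0.687 (FL) and 0.865 (RBD), no longer past the threshold.

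The 5′ UTR excess passed its threshold with all FL sites (1.70) and all RBD sites (1.38), and went to 0.911 without structural RNA matches. The start codon excess passed with all FL sites (2.05), all RBD sites (1.90), the representative transcript (1.54), a distance of 50 nt (2.02) or 200 nt (1.35), and without structural RNA matches (1.56). The causes were not tested.

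The C+U difference changed sign to 5.65 percentage points with flanks in the same exon, 1.54 with all FL sites, 3.62 with all RBD sites, 1.66 with 1 site per gene, 0.747 with every record, 1.26 without PRRC2B and 1.73 with flanks on the spliced transcript. Of these, the first (permutation p = 0.00113) and the third (permutation p = 5e-04) passed the threshold. Of the causes, flanks in introns were tested and the others were not. The G+A difference fell short of it with flanks 200 nt away (-2.00) and in the whole site (-0.846). The cause was not tested for the G+A difference.

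The counts of 4-mers, 24 higher and 38 lower, became 11 and 16 with flanks in the same exon, where fewer sites are tested, 55 and 82 with all FL sites, and 47 and 69 with all RBD sites. With flanks on the spliced transcript 16 were higher, within 1.5 times the main count, and 24 lower.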

Other observations

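The tests of PRRC2B sites against its regions and against the part that encodes P2, of records far from their gene, of sites just after the start codon and of flanks in introns were chosen after the result was seen.

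PRRC2B was the gene with the most sites in both lists. Endogenous PRRC2B mRNA was tested as the source. Random placement in the transcript gives 11.1 FL and 11.6 RBD sites in the 3′ UTR, against none observed (permutation p = 0.0001 in each list, the smallest possible). Since sites on other genes also avoid the 3′ UTR, their preference was applied to the lengths of the PRRC2B regions. It gives 6.28 FL and 6.26 RBD sites there (one-sided exact binomial p = 8.42e-04 and 8.95e-04). Both argue against the endogenous mRNA as the whole source. The 3′ UTR length is that of the representative transcript, and a shorter 3′ end in these cells was not tested.

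The overexpressed P2 covers 750 residues, the second stretch of that length in the protein by the residue numbers in the study's text. Of the 30 RBD sites on PRRC2B, 8 lay in the part of the coding sequence that encodes it and 22 outside. This argues against RNA of the P2 construct alone. An added contribution from the P2 construct cannot be told apart from none. Mean log2 RBD over FL height was -0.31 ± 0.25 (SD) at the 8 sites and -0.51 ± 0.31 at the 22, a difference of 0.20 (permutation p = 0.118), with few sites inside. An earlier search over every stretch of that length gave a permutation p of 0.109 for the largest rise. Coding RNA of full-length PRRC2B in the RBD libraries, through mixed material, shared reads or labelling, stays open. All 22 sites outside lay at FL sites, but all 30 RBD sites were already known to be shared, so this decides nothing. If full-length material contributed, the overlap of the lists would in part reflect it. Without sites on PRRC2B the overlap was still 24.8-fold above relocation, which does not bear on other genes carried by the same material.

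Positions listed under several genes were mostly far from the gene named. Of FL records at repeated positions, 78.5% lay over 10000 nt from the RefSeq place of their gene, against 2.03% at single positions. This is in line with gene identifiers annotated at more than one place. Of the 56 repeated FL sites, 25 were on chromosome 21, and they made up 152 records. No biological explanation was tested.

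lncRNA sites numbered 10 among the distinct shared FL sites. That is lower than the value quoted from the study above. miRNA sites numbered 0 among them. That is lower than the value quoted from the study above. snoRNA sites also numbered 0 among them. That is lower than the value quoted from the study above. A further 20 of the 316 shared FL sites had records that disagreed in gene type and were counted as several types. The counts of distinct sites therefore leave out any lncRNA, miRNA or snoRNA record at those sites. Counted by record, the shared FL list had 62 on lncRNAs, 25 on miRNAs and 3 on snoRNAs. The median distance of the 18 shared 5′ UTR sites from the start codon was 162 nt upstream (quartiles 108.75 and 254.5). On the representative transcript the median was 122 nt. Both are higher than the value quoted from the study above. That value is where the study placed most of its 5′ UTR peaks, not a median, and its sites were counted by record. The measures are therefore unlike, and the difference does not contradict the study.

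Of 47 FL sites of height 30 or more, 25 lay in introns, 2 in intergenic sequence and 9 in the coding sequence of PRRC2B. Of the 47, 76.6% matched a ribosomal, mitochondrial or small structural RNA (interval 62.8 to 86.4), against 27.7% of windows 1000 nt upstream, some of which are themselves ribosomal DNA. This is consistent with reads of such RNAs placed on copies of their sequence for 24 of the 25 in introns. None of the 9 PRRC2B sites matched. For intron sites in general the matter stays open: 48.0% matched in the FL list (interval 40.7 to 55.4), far above the 9.14% of upstream windows, and whether that is a majority cannot be told apart from a minority at this number of sites. The matching FL sites were 84 of 175. Binding of these RNAs by PRRC2B, rather than background, was not tested.

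Among FL sites of height 10 or more, 76.1% were shared (interval 70.2 to 81.0), against 20.6% of lower ones. Low height therefore goes with absence from the RBD list. Without sites that match a structural RNA and sites on PRRC2B, 62.9% of tall FL sites were shared (78 of 124, interval 54.1 to 70.9). Whether low height is the whole reason cannot be told apart from a part of it. Over all FL sites, sharing still rose above that height, from 66.4% at 10 to 19 to 90.5% at 20 or more. Of the 95 FL sites of height 20 or more, 58 matched a structural RNA, and others lay on PRRC2B. The rise above a height of 10 was not measured without those sites. A difference between the constructs, or in the depth of their libraries, stays open and was not tested.

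Single bases in the middle of shared sites were compared with the flanks. C was higher by 3.41 percentage points (permutation p = 8e-05) and U was lower (difference -2.15, permutation p = 0.0121). A T required by the conversion filter would have raised U alone, so it cannot by itself account for the rise of C. Whether a required T acted alongside is not decided. These flanks were on the genome and some reached into introns. Single bases were not compared with other flanks, so the lower U may not hold within the mRNA. G differed by -2.11 (permutation p = 0.0215), which is in line with RNase T1 cutting after G, and this may shape the sequence of the sites. Flanks that reach into introns were tested as the reason why C+U runs did not rise. Against flanks on the spliced transcript the difference was 1.73 percentage points (permutation p = 0.207), which cannot be told apart from no rise. With flanks within the same exon it was 5.65 (permutation p = 0.00113), but this leaves out the sites whose flanks leave the exon. At 72 such sites the difference went from -11.1 with genome flanks to -3.98 with spliced flanks, a change of 7.08 (permutation p = 1e-05, the smallest possible), so intron flanks lowered it. No rise was seen there (permutation p = 0.0656 for the lower value against spliced flanks). At the sites with flanks inside the exon, C+U was higher with either kind, by 5.12 and 5.81. Why the 2 sets of sites differ was not tested, and a preference of PRRC2B for C+U stays open.

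Sites near the start codon were split by side. Shared 5′ UTR sites were no nearer the start codon than random places of the same 5′ UTR (permutation p = 0.970), and the same held for all 94 FL sites there (p = 0.704), so the sites upstream are in line with 5′ UTR sites in general. In the first 100 nt of the coding sequence lay 14 shared sites against 6.62 ± 2.50 after relocation in the whole transcript (permutation p = 0.00690), which counts the general excess in the CDS as well. Moved only within their own coding sequence, the sites there gave 11.3 ± 3.01 (permutation p = 0.226), so a preference for its beginning cannot be told apart from coding sequence sites in general at this number of sites. With all FL sites, 48 lay there against 34.8 ± 5.41 (permutation p = 0.0120), and with all RBD sites 28 against 22.2 ± 4.31 (permutation p = 0.113). The matter stays open, and no control library was used here.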
